# EFTUD2 maintains the survival of tumor cells and promotes hepatocellular carcinoma progression via the activation of STAT3

**DOI:** 10.1038/s41419-020-03040-5

**Published:** 2020-10-06

**Authors:** Mengxian Tu, Lu He, Yang You, Jinying Li, Nan Yao, Chen Qu, Wei Huang, Leibo Xu, Rongcheng Luo, Jian Hong

**Keywords:** Liver cancer, Cell death, Cell migration, Prognostic markers

## Abstract

Elongation factor Tu GTP binding domain containing 2 (EFTUD2), a spliceosomal GTPase, plays a pivotal role in multiple organ development and innate immune. It has been reported that EFTUD2 is a new host factor with activity against HCV infection. However, the role of EFTUD2 in solid tumors, including hepatocellular carcinoma (HCC), remains unexplored. In this study, we investigated the molecular function of EFTUD2 in HCC. Data from The Cancer Genome Atlas (TCGA) indicated an upregulation of EFTUD2 in HCC tissues compared to that in nontumor liver tissues. Immunohistochemical analysis performed on two independent HCC cohorts confirmed the upregulation of EFTUD2 in HCC tissues and further suggested that a high level of EFTUD2 expression predicted shorter overall and recurrence-free survival in HCC patients. Functional studies suggested that siRNA interference with EFTUD2 expression significantly suppressed cell viability, blocked cell cycle progression, facilitated tumor cell apoptosis, and inhibited metastasis, while the enhancement of EFTUD2 expression promoted the proliferation and migration of HCC cells both in vitro and in vivo. Surprisingly, we also found that the stable knockdown of EFTUD2 expression via lentivirus infection was lethal for HCC cells. This finding suggested that EFTUD2 was essential for maintaining the survival of HCC cells. Mechanistically, RNA sequencing and gene set enrichment analysis (GSEA) suggested that the gene sets of epithelial–mesenchymal transition (EMT) and the JAK/STAT3 pathway were enriched in EFTUD2-overexpressing cells. Further verification indicated that EFTUD2-overexpressing cells exhibited an EMT-like phenotype and had enhanced STAT3 activation, while the STAT3 inhibitor S3I-201 partially blocked these pro-malignant effects of EFTUD2 overexpression. In summary, we report EFTUD2 as a novel oncogene that helps to maintain the survival of HCC cells and promotes HCC progression through the activation of STAT3. The high level of expression of EFTUD2 in HCC tissues indicates shorter overall and recurrence-free survival in HCC patients.

## Introduction

Hepatocellular carcinoma (HCC) is an aggressive disease and one of the leading causes of cancer-related mortality worldwide^1,2^. In spite of significant technical improvements in curative treatments such as surgical resection and transplantation, the prognosis of patients with HCC remains poor. Recurrence, metastasis and limited drugs remain the major obstacles to recovery for HCC patients after surgical resection^3,4^. Thus, it is important to understand the molecular mechanisms underlying HCC progression for the development of earlier screening markers and therapeutic targets.

EFTUD2 is a highly conserved spliceosomal GTPase that plays a crucial role in diverse biological functions, including developmental defects^5,6^, spliceosome activation^7^, and immune responses^8,9^. Previous studies have identified a disease-causing role for EFTUD2 in polydysplasia, including mandibulofacial dysostoses^10^, dysplastic ears^11^, microcephaly, and intellectual disabilities^12,13^, and esophageal atresia^14,15^. Meanwhile, it has been reported that direct interaction between SNW1 and EFTUD2 is essential for cell survival in breast cancer. Deletion of EFTUD2 inhibits the association of endogenous proteins, leading to increased apoptosis in breast cancer cells^16^. Moreover, mutation in the *eftud2* gene has been shown to cause increasing neural precursor cell apoptosis and mitosis^17^. However, the expression and function of EFTUD2 in HCC is unknown.

In this study, we explored the clinical relevance and potential role of EFTUD2 in HCC. We found that EFTUD2 was significantly upregulated in HCC tissues and was necessary for the survival of HCC cells. Subsequent in vitro and in vivo studies suggested that EFTUD2 induced the epithelial–mesenchymal transition (EMT) of HCC cells via the activation of STAT3. Our findings suggest that EFTUD2 acts as an oncogene to help promote the survival and metastasis of HCC cells, which provides a further understanding of the underlying pathogenesis of HCC.

## Materials and methods

### Clinical samples and immunohistochemistry staining

We analyzed the features of HCC recurrence with a tissue microarray that included 90 patients (OUTDO Biotech, Shanghai, China), as well as a cohort including 126 patients who had undergone curative liver resection at the Affiliated Tumor Hospital of Guangzhou Medical University between September 2006 and June 2010. In addition, twenty normal hepatic tissues, obtained from patients who underwent resection due to the presence of benign hepatic lesions, were used as normal controls. Another 50 HCC specimens were collected from the First Affiliated Hospital of Jinan University. All experiments involving human tissues were approved by the research and ethics committee of the Affiliated Tumor Hospital of Guangzhou Medical University, informed consent was obtained from each patient.

Tissue sections were deparaffinized in xylene and rehydrated with ethanol, and blocking of endogenous peroxidase activity with 3% hydrogen peroxide was followed by microwaving in 0.01 M sodium citrate buffer for antigen retrieval, after which the slides were preincubated in 10% normal goat serum for 1 h, followed with incubation overnight at 4 °C with the following primary antibodies: EFTUD2 (1:200, Novus, Dallas, TX, USA,NB100-40849), Ki67 (1:200, ZSGB, Beijing, China, ZM0166), E-cadherin (1:200, Cell Signaling Technology, Beverly, MA, USA, 3195), vimentin (1:200, Cell Signaling Technology, 5714), and pSTAT3 (1:200, Cell Signaling Technology, 9145). Afterwards, the expression of the indicated proteins was detected by a horseradish peroxidase detection system according to the manufacturer’s instructions (DAKO, Glostrup, Denmark). The scores were independently rendered by two pathologists. Both the intensity and extent of immunostaining were taken into consideration, and the median IHC score (1.5) was chosen as the cut-off value for defining high and low expression.

### Cell culture and transfection

HCC cell lines Hep G2, Hep3B, and Huh7 were maintained in Dulbecco’s modified Eagle’s medium (Gibco, Gaithersburg, MD, USA) supplemented with 10% fetal bovine serum (FBS, Hyclone, Logan, UT) and 1% penicillin streptomycin (Gibco) in a humidified incubator at 37 °C and 5% CO_2_. The short interfering RNAs (siRNA) were synthesized by Ribobio (Guangzhou, China). Lipofectamine 3000 (Invitrogen, USA) was used to transfect the EFTUD2 and negative control siRNAs into the cells according to the manufacturer’s suggestions. To establish stably transfected cells, the cells were transfected with an EFTUD2 overexpression vector or shRNA using polybrene according to the manufacturer’s instructions and then selected in puromycin (2 μg/mL, GeneChem, Shanghai, China) for 1 week.

### RNA extraction and quantitative real-time PCR

Total RNA was extracted from the indicated cells by using the TRIzol reagent (Takara, Guangzhou, China); RNA was reverse transcribed to cDNA templates using random hexamers and a PrimeScript 1st Strand cDNA Synthesis Kit (Takara). The SYBR Green qPCR mix (Takara) was used for RT-qPCR. Assays were performed according to the manufacturer’s suggestions. The PCR primers were synthesized by Thermo Fisher (Guangzhou, China) and are shown in Supplementary Table 1. The results of the RT-qPCR were analyzed by 2−∆∆CT. Each experiment was performed independently in triplicate.

### Western blot analysis

Total proteins were extracted from the indicated cells with RIPA lysis buffer (Invitrogen, Carlsbad, CA, USA). The protein concentration was measured using the BCA protein assay kit (Pierce, Rockford, IL, USA). Western blotting was performed using a sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) electrophoresis system. The primary antibodies used for the western blots were as follows: rabbit polyclonal antibodies against EFTUD2 (Novus), vimentin (Cell Signaling Technology), GAPDH (Cell Signaling Technology, 5174), cleaved-caspase 3 (Cell Signaling Technology, 9661), cleaved-caspase 7 (Cell Signaling Technology, 8438), PARP (Cell Signaling Technology, 9532), MCL-1 (Cell Signaling Technology, 94296), and pSTAT3 (Cell Signaling Technology, 9145) and monoclonal antibodies against E-cadherin (BD Biosciences, San Jose, CA, USA, 564186), Twist1 (Abcam, Cambridge, UK, ab50887) and STAT3 (Cell Signaling Technology, 12640).

### Cell proliferation and colony formation assays

Over 3000 indicated cells were seeded in 96-well plates and incubated until they attached to the wells; after 2.5 h of incubation with 10 μL of Cell Counting Kit-8 (CCK8) reagents (Dojindo, Kumamoto, Japan) at the given time points, absorbance at 450 nm was measured. Three replicates were used for each experiment.

For colony-formation assays, the indicated cells were collected and seeded in 6-well plates at a density of 500 per well, followed by incubation at 37 °C in 5% CO_2_ for 14 days. The colonies were fixed with methanol and stained with 0.1% crystal violet for 15 min, after which they were counted.

### EdU incorporation assays

The indicated cells were seeded in 96-well plates at a density of 1 × 10^4^ per well; after 24 h, the cells were then incubated in 100 μL of medium with 5-Ethynyl-2′-deoxyuridine (EdU) for 2 h before fixing with 4% paraformaldehyde. The EdU was detected using the Cell-Light ™ EdU Apollo567 In Vitro Flow Cytometry Kit (Ribobio) according to the manufacturer’s protocol. Slides from the same experiment were imaged using the same settings. Three fields were chosen randomly to count the EdU-positive cells.

### Cell apoptosis

Briefly, the cells were harvested and washed in cold phosphate-buffered saline (PBS) twice, after which 100 µL 1× binding buffer was added to each sample, followed by incubation with 5 µL Annexin V-FITC and PI solution (Dojindo, Kumamoto, Japan) for 15 min at room temperature. The cell apoptosis rate was analyzed by flow cytometry after the addition of 300 µL 1× binding buffer.

To assess mitochondrial membrane potential, the indicated cells were seeded in 6-well plate; after 12 h, the cells were incubated with JC-1 working solution (Dojindo) for 45 min before washing in cold PBS twice, followed by the addition of imaging buffer solution. The cells were observed under a fluorescence microscope or analyzed by flow cytometry.

### Cell cycle analysis

The cell cycle was analyzed using the BD Cycletes Plus DNA Kit (BD Biosciences) according to the manufacturer’s instruction. Briefly, the cells were harvested and resuspended by adding 1 mL of solution while vertexing twice, after which the cells were stained with solution A, B, or C for 10 min, respectively. The stained cells were analyzed by flow cytometry at a fluorescence emission of 530 nm.

### Cell migration and invasive assays

Cell motility was assessed by cell migration and invasion assays using Transwell chambers with or without Matrigel (BD Biosciences). Cells (1 × 10^5^) suspended in 200 µL of serum-free medium were seeded in the upper chambers, and the lower chambers were filled with 500 µL medium containing 20% FBS. After incubation for 15–24 h (for migration) and 24–48 h (for invasion), the cells in the upper chambers were removed, and the cells that migrated or invaded were incubated in medium with one drop of Hoechst 33342 (Thermo Fisher Scientific, Waltham, MA) for 20 min, followed by counting under an inverted fluorescence microscope.

### Animals

To establish subcutaneous xenograft tumors, 4 × 10^6^ cells suspended in 200 µL of PBS were injected into the right flank of mice (total of 20 mice were randomly allocated to two group). After 6 days, the tumor volumes were measured and recorded every 3 days; the tumors were resected from the mice, weighed and photographed 4 weeks after injection. For the lung metastasis model, 6 × 10^6^ cells resuspended in 50 µL of PBS were injected into nude mice through the tail vein (total of 12 mice were randomly allocated to two group). All mice were killed 6 weeks later, and the lungs were resected for counting metastatic nodules. No blinding was applied in animal experiments. The 4–6 week-old male BALB/c athymic nude mice were purchased from the Guangdong Medical Lab Animal Center. All animals were maintained in specific pathogen-free conditions. All animal studies were conducted in accordance with the principles and procedures outlined in the Southern Medical University Guide for the Care and Use of Animals.

### RNA-seq analysis

Total RNA extracted from EFTUD2 overexpressed Hep G2 and control were submitted for RNA sequencing. The total RNA was extracted using the TRIzol reagent (Takara, Guangzhou, China), RNA concentration and quality were evaluated using Agilent 2100 Bioanalyzer system (Agilent Technologies, Santa Clara, CA). The mRNA was enriched with poly-A selection and the samples were sequenced on BGISEQ-500 platform (BGI Genomics, Shenzhen, China). The raw data were deposited in Gene Expression Omnibus (GEO) under accession number GSE154438.

### Statistical analysis

The data are presented as the mean ± standard deviations (SD) from three independent experiments. SPSS 22.0 and Prism 7.0 software were used to perform the statistical analysis. The Kaplan–Meier method was used to determine survival probability, and the differences were assessed by the log-rank test. The Student’s *t*-test was performed to assess the values between two groups with similar variance, and analysis of variance (ANOVA) was performed for analysis among multiple groups. Pearson Chi-squared test was used to evaluate the correlation between EFTUD2 and pSTAT3 expression, All data were meet the assumptions of the tests and the appropriate statistical methods was used. *P* values were considered statistically significant at *P* < 0.05.

## Results

### EFTUD2 is upregulated in HCC tissues

To determine the role of EFTUD2 in HCC, we first analyzed the mRNA expression of EFTUD2 in 365 primary HCC tissues and 50 nontumor tissues from the HCC dataset of the Cancer Genome Atlas (TCGA). We found that EFTUD2 was significantly upregulated in HCC tissues, compared to nontumor tissues (*P* < 0.001; Fig. 1a). The prognostic implication of EFTUD2 in HCC was explored next. Kaplan–Meier survival analysis revealed that patients with a high level of EFTUD2 expression exhibited a significantly poorer overall survival time and time to recurrence (Fig. 1b) compared with patients with a low level of EFTUD2 expression. We further explored the expression status of the EFTUD2 protein in HCC tissues. IHC analysis showed a high level nuclear-localized EFTUD2 expression in 42.6% (54/126) of the HCC tissues but in only 9.4% (9/96) of the nontumor tissues. We did not detect a significant nuclear-localized EFTUD2 expression in normal liver tissues (Fig. 1c, d and sFig.1). In addition, the IHC assay performed on another HCC cohort including 85 paired HCC and adjacent nontumor tissues further confirmed the upregulation of EFTUD2 in HCC tissues (Fig. 1e, f). These data collectively demonstrated that the upregulation of EFTUD2 is a frequent event in HCC and may serve as a promising factor for the prognosis of patients with HCC.

**Fig. 1:**
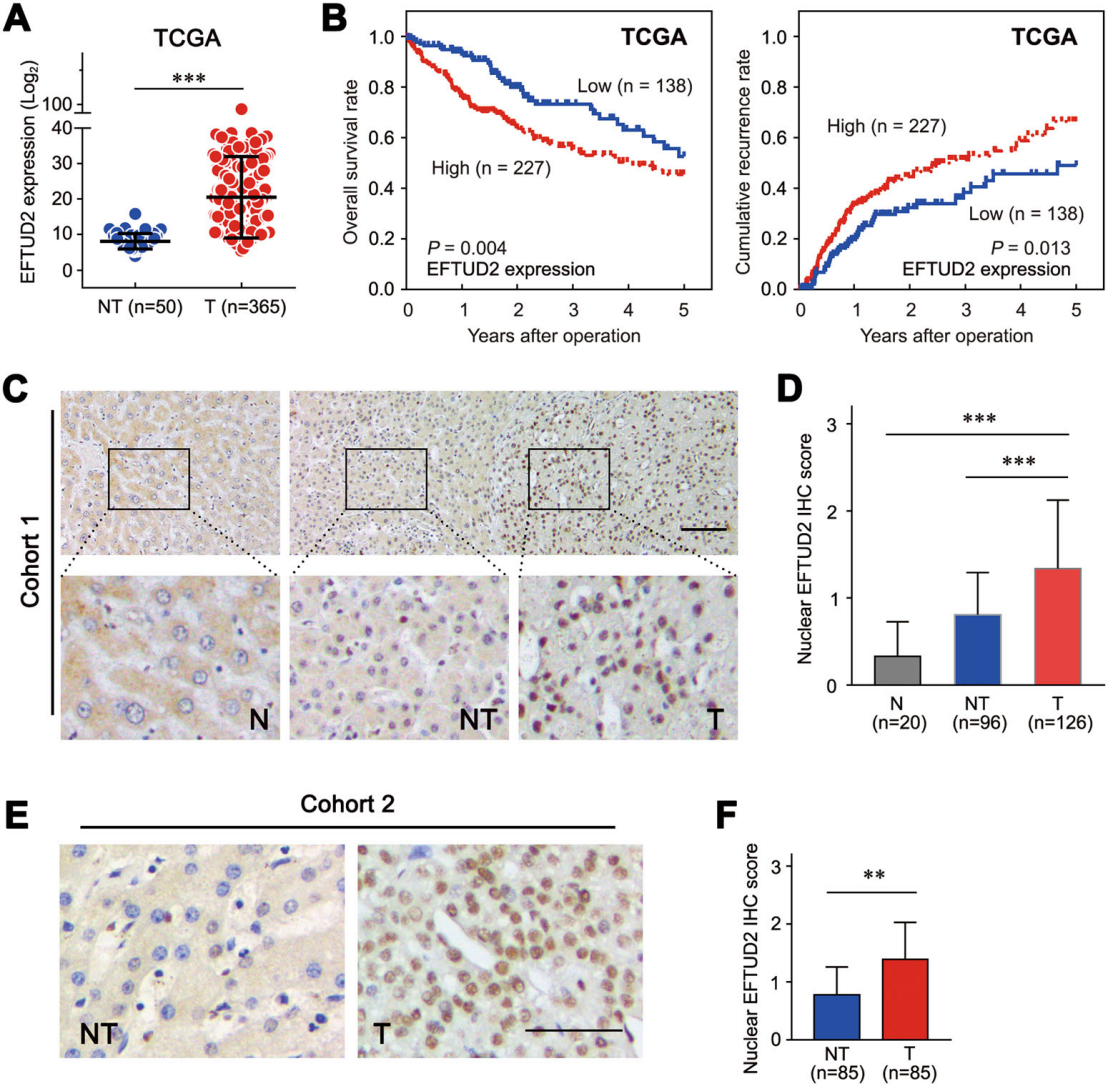
EFTUD2 is upregulated in HCC tissues. **a** The mRNA level of EFTUD2 expression among adjacent nontumor and HCC tissues (data from TCGA). **b** Kaplan–Meier curves for OS and TTR according to the EFTUD2 expression in HCC samples from the TCGA database. **c** Representative images of IHC staining for EFTUD2 in cohort 1, including normal hepatic (N, *n* = 20), adjacent nontumor (NT, *n* = 96) and HCC tissues (T, *n* = 126). Scale bars, 50 μm. **d** Nuclear EFTUD2 expression levels (IHC score) were compared among normal hepatic, adjacent nontumor and HCC tissues. **e** Representative images of IHC staining for EFTUD2 in cohort 2. Scale bars, 25 μm. **f** Nuclear EFTUD2 expression levels (IHC score) were compared among adjacent nontumor and HCC tissues. The data are presented as the mean ± SD. **P < 0.01, ***P < 0.001.

### High EFTUD2 expression in HCC tissues predicts a poor prognosis in HCC patients

The prognostic value of EFTUD2 in the two HCC cohorts was next analyzed. The 5-year OS rate in patients with a high level of EFTUD2 expression was significantly lower than that in patients with a low EFTUD2 expression in the two independent cohorts (cohort 1: 23.3% versus 57.1%, cohort 2: 33.3% versus 62.8%; Fig. 2a, b). The 5-year recurrence rate in patients with a high level of EFTUD2 was also significantly higher than that in the patients with a low level of EFTUD2 expression (cohort 1: 89.6% versus 61.5%, cohort 2: 76.8% versus 43.8%; Fig. 2, b). The EFTUD2 high expression group had a significantly shorter OS and TTR than the EFTUD2 low expression group in two independent cohorts, which was consistent with the results of the TCGA data. Taken together, EFTUD2 is a powerful independent predictor of TTR and OS.

**Fig. 2:**
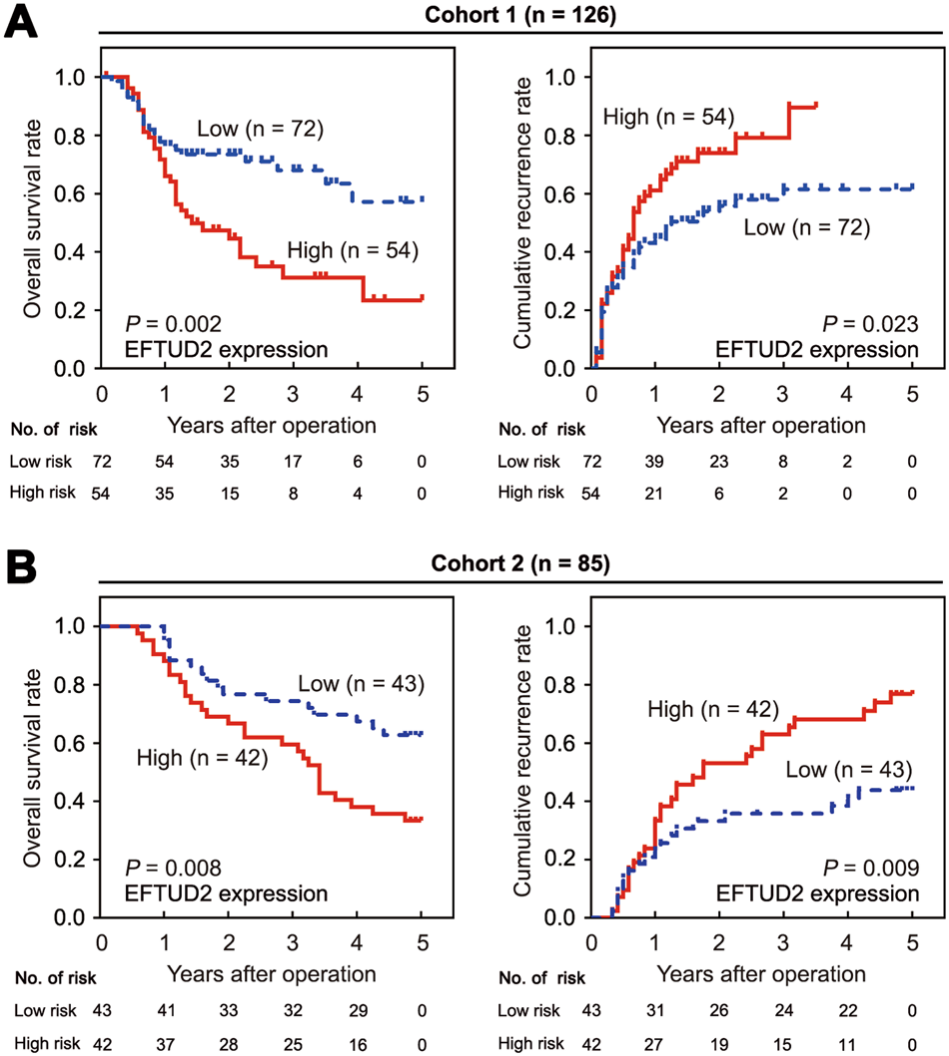
HCC EFTUD2 expression in HCC tissues predicts a poor prognosis in HCC patients. **a**, **b** Overall survival (OS) and cumulative recurrence rate of cohort 1 (*N* = 126) and cohort 2 (*N* = 85) HCC patients based on EFTUD2 expression in tumor tissues, respectively.

### EFTUD2 expression is necessary for the survival of HCC cells

The functional role of EFTUD2 in HCC was next elucidated. RT-qPCR and western blot showed that the expression of EFTUD2 was significantly higher in a panel of HCC cell lines than that in the nontransformed hepatic cell line (LO2) (Fig. 3a). Hep3B and Huh7 were selected for the transient knockdown of EFTUD2 expression with siRNA targeting EFTUD2 (Fig. 3b). CCK8 and clone formation assays showed that EFTUD2 knockdown inhibits the cell growth and clone formation capacity of Hep3B and Huh7 cells (Fig. 3c, d). In addition, we stably knocked down EFTUD2 expression in Hep3B and Huh7 cells by infection with lentivirus vectors (Fig. 3e). Surprisingly, we found that the stable knockdown of EFTUD2 led to pronounced cell death in Hep3B and Huh7 cells (Fig. 3f). In addition, the EFTUD2 stable knockdown cells completely lost their proliferative and clone formation abilities (Fig. 3g, h). These results suggested that EFTUD2 is necessary for HCC cell survival.

**Fig. 3:**
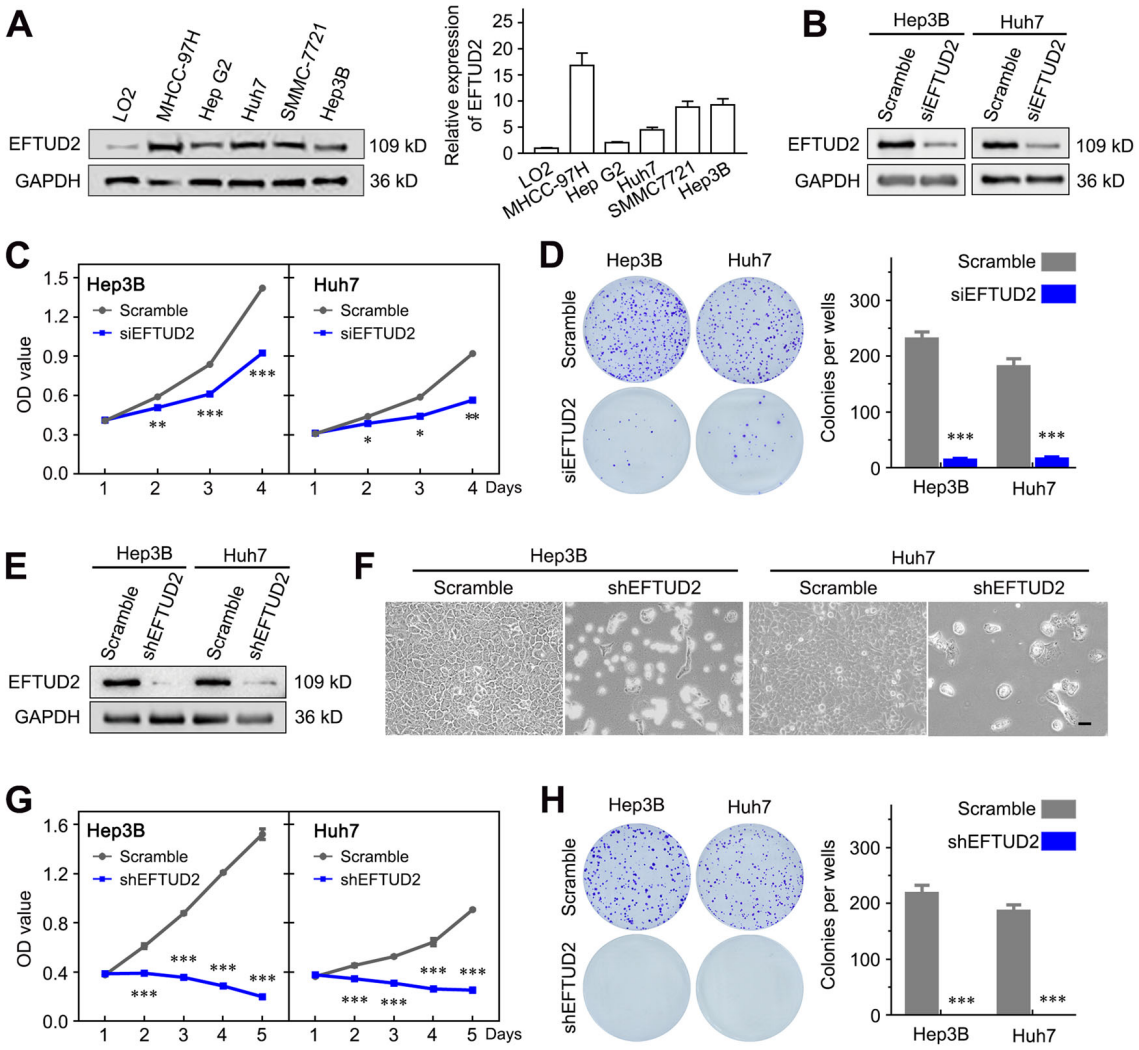
EFTUD2 expression is necessary for HCC cell survival. **a** The protein and mRNA levels of EFTUD2 expression in HCC cells detected by western blot and qPCR. **b** Western blot analysis of EFTUD2 expression in Hep3B and Huh7 cells infected with siRNA against EFTUD2 (siEFTUD2). **c. d** The effect of EFTUD2 on cellular viability was detected by CCK8 assays and colony formation assays, respectively. **e** Western blot analysis of EFTUD2 protein expression in Hep3B and Huh7 cells infected with lentiviruses expressing either scrambled shRNA or shRNA against EFTUD2 (shEFTUD2). **f** Representative images show the cell morphological changes after the stable knockdown of EFTUD2. Scale bars, 100 μm. **g**, **h** CCK8 assays and colony formation assays show the effect of EFTUD2 on cellular survival in Hep3B and Huh7 cells with a stable knockdown of EFTUD2. The data are presented as means ± SD. *P < 0.05; **P < 0.01; ***P < 0.001.

### Depletion of EFTUD2 blocks cell cycle progression and promotes cell apoptosis

After observing the significant cell death after EFTUD2 depletion, we further investigated the potential functional role of EFTUD2 in cell cycle distribution and the apoptosis of HCC cells. Firstly, EdU incorporation and flow cytometry assays were performed to analyze the distribution of the cell cycle. We found that EdU-labeled cells were decreased in the EFTUD2-knockdown Hep3B and Huh7 cells, which indicated that EFTUD2 facilitated the S-phase transition (Fig. 4a). Consistent with the EdU assays, depletion of EFTUD2 in Hep3B and Huh7 cells decreased the percentages of cells in S phase (Fig. 4b). These results suggest that EFTUD2 knockdown obstructed the G1/S transition.

**Fig. 4:**
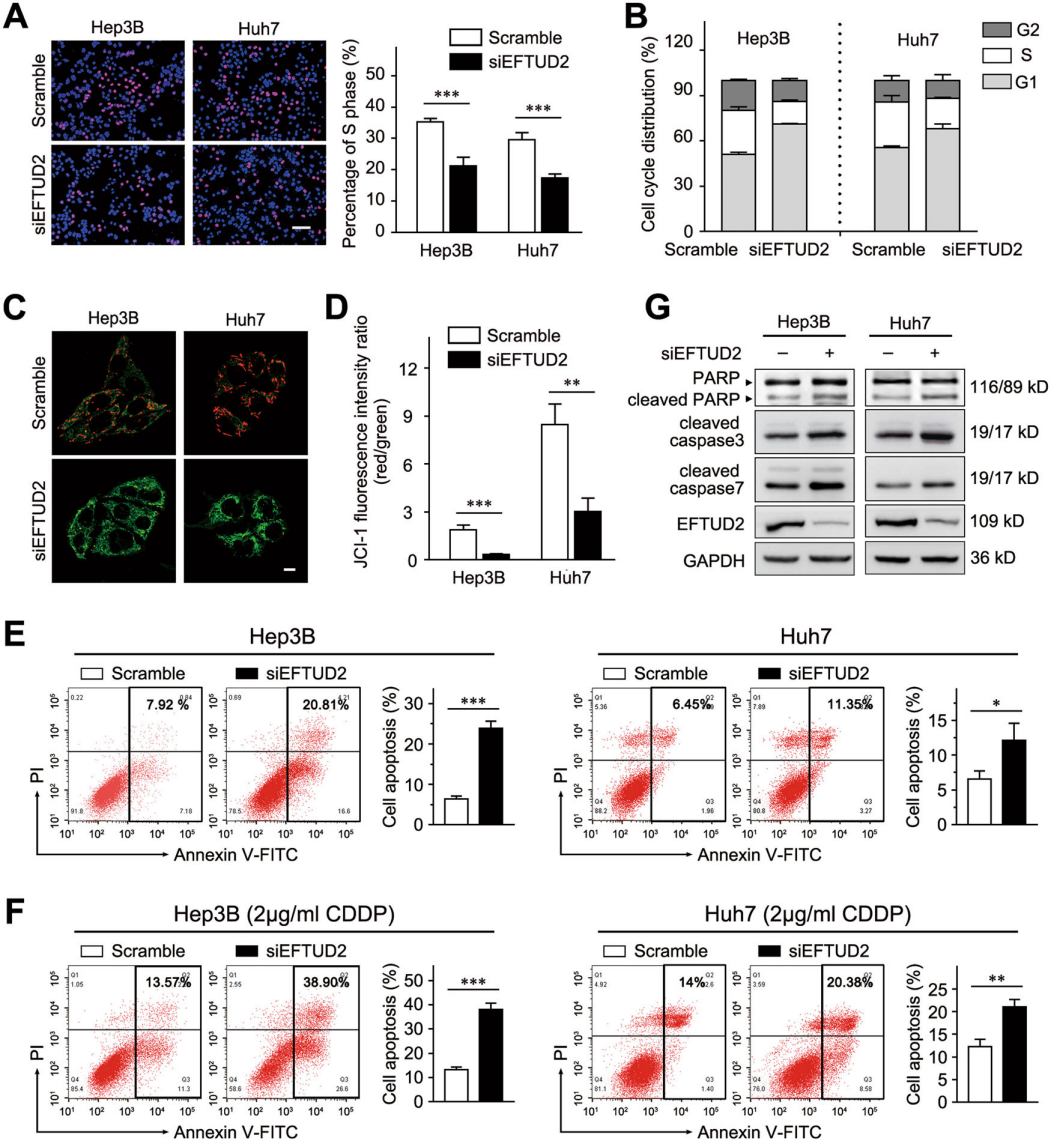
Depletion of EFTUD2 blocks cell cycle progression and promotes cell apoptosis. **a** EdU incorporation assays were used to identify the cells in S phase after EFTUD2 silencing in the indicated cells. Red: cell in S phase. Scale bars, 200 μm. **b** The cell cycle analyses were performed in Hep3B and Huh7 cells with EFTUD2 knockdown. **c**, **d** Fluorescence microscopy and flow cytometry were performed to captured early apoptotic cells by mitochondrial membrane potential changes in Hep3B and Huh7 cells with EFTUD2 knockdown. Red, JC-1 aggregates; green, JC-1 monomers. Scale bars, 10 μm. **e**, **f** EFTUD2-silenced Hep3B and Huh7 cells treated with or without CDDP (2 μg/mL; 48 h) were stained with a combination of Annexin V-FITC and PI and analyzed by FACS. Cells positive for FITC staining were counted as apoptotic cells. The bar graphs show the percentage of apoptotic cells. **g** Apoptosis-associated proteins of the indicated cells were measured by western blotting. The data are presented as the means ± SD. *P < 0.05; **P < 0.01; ***P < 0.001.

Next, we investigated the effect of EFTUD2 on HCC cell apoptosis by detecting mitochondrial membrane potential change. A stronger staining of the JC-1 monomer (green) and a weaker staining of J-aggregation (red) were observed in EFTUD2-knockdown Hep3B and Huh7 cells, indicating an early cell apoptosis (Fig. 4c). A similar result was detected by flow cytometry, which demonstrated that the fluorescence intensity ratio (red/green) was significantly decreased in EFTUD2-knockdown Hep3B and Huh7 cells (Fig. 4d). Moreover, FITC-based Annexin-V/PI double staining revealed that the percentages of apoptotic cells, including early and late, were significantly upregulated in the EFTUD2-knockdown Hep3B and Huh7 cells (Fig. 4e). In addition, the depletion of EFTUD2 also remarkably elevated CDDP-induced apoptosis in Hep3B and Huh7 cells (Fig. 4f). Furthermore, the expression levels of several key markers involved in apoptosis, including cleaved PARP, cleaved caspase 3, and cleaved caspase 7, were also significantly increased in EFTUD2-knockdown HCC cells (Fig. 4g). Taken together, these results indicate that EFTUD2 is a crucial molecule involved in cell cycle distribution and apoptosis in HCC cells.

### EFTUD2 promotes growth and invasion of HCC

Because of the lethality of the stable EFTUD2 knockdown, we stably overexpressed EFTUD2 in Hep G2 cells to determine the regulatory function of EFTUD2 on HCC proliferation in vivo (Fig. 5a). The CCK8 and colony formation assays revealed that the ectopic expression of EFTUD2 promotes cell viability (Fig. 5b, c). Meanwhile, EdU incorporation and flow cytometry assays also indicated that EFTUD2 promotes cell cycle progression (Fig. 5d, e). Next, we established a subcutaneous transplant model in nude mice with EFTUD2-overexpressing Hep G2 cells. We found that the overexpression of EFTUD2 accelerated xenograft growth (Fig. 5f) and resulted in the apparent increase in the xenograft weights (Fig. 5g). In addition, IHC staining of EFTUD2 and the proliferating cell marker Ki-67 further confirmed the growth promoting effect of EFTUD2 (Fig. 5h).

**Fig. 5:**
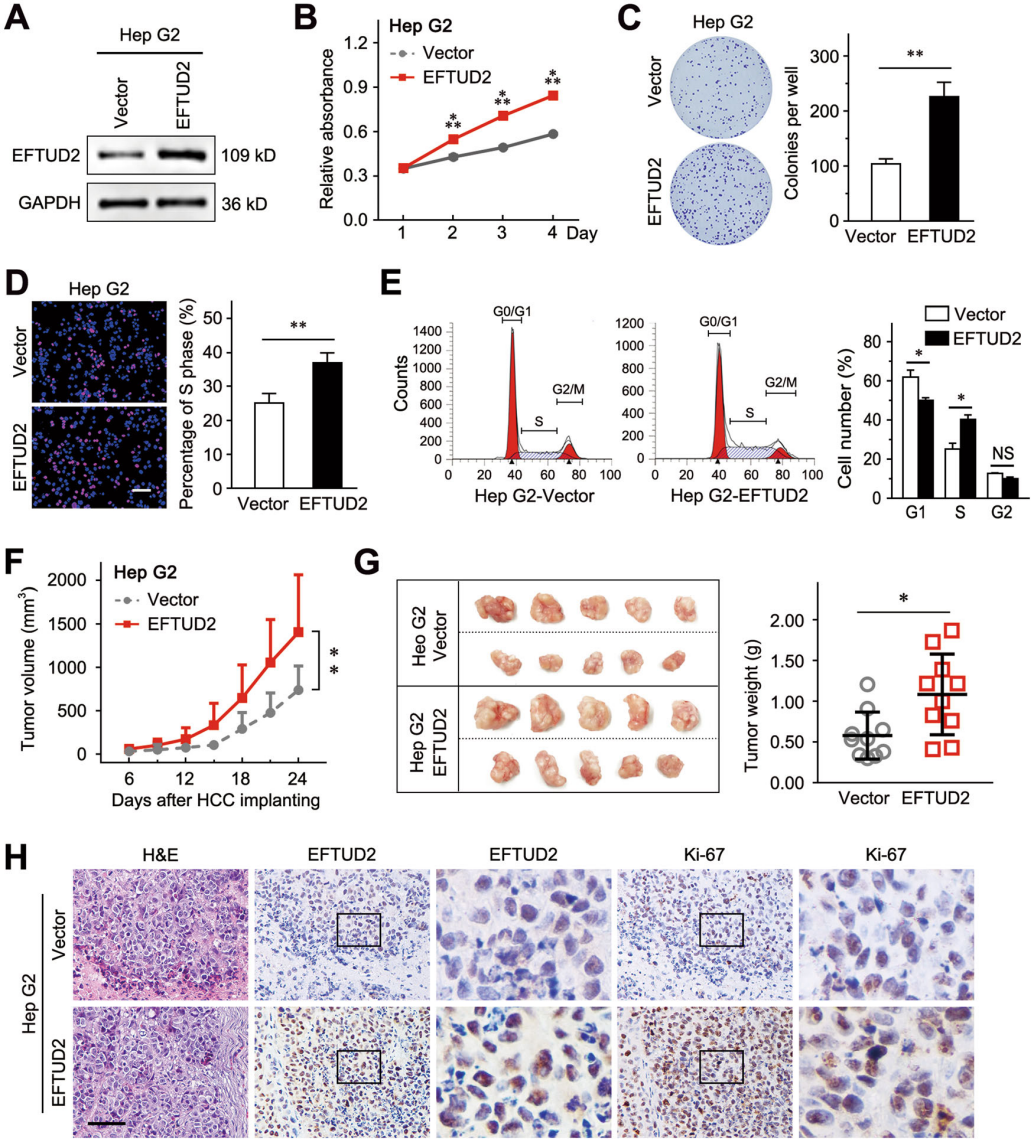
EFTUD2 promotes HCC growth. **a** Western blot analysis of EFTUD2 protein expression in Hep G2 cells infected with the EFTUD2 overexpression lentivirus or the vector lentivirus. **b**, **c** The effect of EFTUD2 overexpression on cell proliferation was detected by CCK8 assays and colony formation assays. **d** EdU incorporation assays were used to identify the cells in S phase. **e** The distribution of different cell cycle phases in the indicated cells. **f** Tumor volumes were measured and recorded every 3 days, and a growth curve was plotted. **g** Subcutaneous xenograft tumors of the indicated cells. The right panel shows the wet weights of the xenograft tumors. **h** Representative images of H&E and IHC staining of EFTUD2 and Ki67 in the xenograft tumors. Scale bars, 100 μm. The data are presented as the means ± SD. *P < 0.05; **P < 0.01; ***P < 0.001; NS no significance.

Moreover, we also assessed whether EFTUD2 regulates the invasion and metastasis of HCC. Compared with the control cells, the ectopic expression of EFTUD2 significantly promoted cell migration and invasion in vitro (Fig. 6a). Conversely, the opposite results were observed when EFTUD2 was depleted in Hep3B cells (Fig. 6b). Moreover, data from an in vivo lung metastasis model (established via tail vein injection of cancer cells) suggested that the overexpression of EFTUD2 led to increased lung metastatic nodules (Fig. 6c, d). Taken together, these results indicated that EFTUD2 possesses oncogenic activities in HCC.

**Fig. 6:**
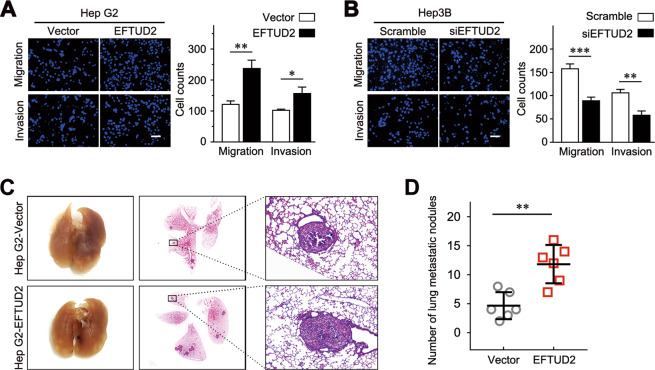
EFTUD2 promotes the migration and invasion of HCC cells. **a**, **b** Transwell assays were performed with Matrigel-coated or uncoated inserts to determine the migration and invasion capacities of the indicated cells. Scale bars, 200 μm. **c** Representative images of lung metastatic tumors obtained from an in vivo lung metastasis model established via the tail vein injection of tumor cells. **d** Lung metastasis nodules were counted and plotted (*N* = 6). The data are presented as the means ± SD. *P < 0.05; **P < 0.01.

### EFTUD2 promotes EMT via activation of the STAT3 pathway in HCC cells

To explore the mechanism by which EFTUD2 regulated HCC proliferation and metastasis, we performed RNA-Seq on Hep G2 cells with a stable EFTUD2 overexpression. 

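Hep G2 is a human liver tumor cell line that grows in culture. The cells compared here stably overexpressed EFTUD2 or carried the empty vector, and 3 libraries of each, numbered 1 to 3, were mapped to the 2 groups from their labels. The authors enriched mRNA by poly-A selection, sequenced it on the BGISEQ-500 platform and deposited 1 table of FPKM values (fragments counted per gene, scaled to transcript length and library size), rounded to 2 decimals. The paper's text does not name the aligner, the genome build or the program that gave these values. The table lists 23524 genes, 18762 of them under NCBI Entrez gene numbers and 4762 under identifiers of the sequencing provider. The FPKM values summed to 404342, 416530 and 416208 in control replicates 1 to 3, and to 415880, 424150 and 434542 in EFTUD2 replicates 1 to 3. FPKM values are already divided by library size and transcript length, so the number of reads behind each value is unknown. Low values were searched for a common step between libraries that would give their relative depth, and none was found, since the commonest ratio to control replicate 1 held at most 5.86% of such genes.

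Values were compared as log2(FPKM + 1), a scale that understates the change of genes with low values. The 17222 genes with a mean of at least 0.1 FPKM over the 6 libraries were tested with limma-trend and Benjamini-Hochberg adjustment. For a single gene, an exact two-sided permutation test of 3 libraries against 3 cannot give a p below 0.1. EFTUD2 (Entrez gene 9343) stood at 47.3 ± 6.66 FPKM (SD, n = 3) in control cells and at 106.3 ± 3.30 FPKM (SD, n = 3) in EFTUD2-overexpressing cells, a ratio of 2.25. Its log2 fold change was 1.16 (standard error 0.12), with an adjusted p of 0.13 from limma over all genes tested. All 3 EFTUD2 libraries lay above all 3 controls (exact permutation test, two-sided p = 0.1). Across the 6 fits that each left out 1 library, the log2 fold change stayed between 1.07 and 1.26. Its adjusted p was 0.028 without EFTUD2 replicate 3, and ranged from 0.0018 to 0.53 over all the settings tried. The table does not separate transcripts of the vector from those of the cells' own gene.

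**Figure D1:**
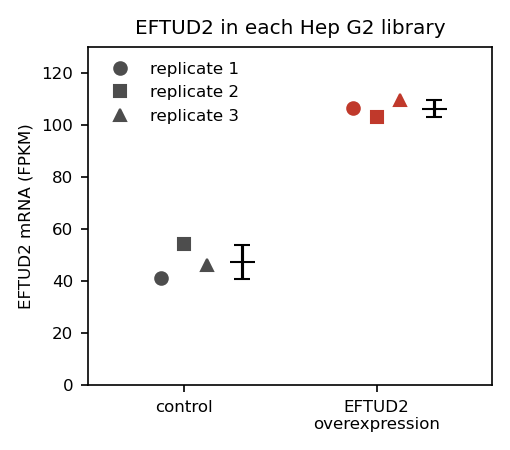
EFTUD2 mRNA in FPKM (vertical axis) in each library of control and EFTUD2-overexpressing Hep G2 cells; each symbol is 1 library, and the bar beside each group is its mean with the SD of the 3 libraries. The controls lie between 41.1 and 54.4 FPKM and the EFTUD2-overexpressing libraries between 102.9 and 109.5 FPKM.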

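Of the 17222 genes tested, 0 had an adjusted p under 0.05 in limma's comparison of EFTUD2-overexpressing with control cells, and the smallest adjusted p was 0.13. An unadjusted p under 0.05 was found for 2118 genes, 757 of them higher and 1361 lower in EFTUD2-overexpressing cells, where 861 would be expected by chance. With each library scaled by the median of its ratios, 62.5% of the genes at this unadjusted threshold were higher, against 35.7% with the values as deposited, so the balance of higher and lower genes depends on the scaling. Both counts also depended on the libraries included. They were 1363 higher and 1521 lower without EFTUD2 replicate 3, 492 and 664 without control replicate 1, and 377 and 719 without control replicate 2. The 2 groups did not overlap for 4701 genes, 27.3% of those tested, whereas chance gives 10%. A log2 fold change of at least 1 in size was found for 216 higher and 47 lower genes. EFTUD2 itself ranked at position 5 by p.

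The spread within the EFTUD2-overexpressing group was wide. The log2 values of EFTUD2 replicates 1 and 2 differed with an SD of 0.23 over genes, while replicate 3 differed from replicate 1 with an SD of 0.51 and from replicate 2 with an SD of 0.60. Among the controls these SDs were between 0.21 and 0.36. Without EFTUD2 replicate 3, limma gave an adjusted p under 0.05 for 167 genes, 153 higher and 14 lower, and each other fit that left out 1 library gave 0. With array weights, by which limma lets a library that departs from its group count less, 1246 genes were called, 916 higher and 330 lower, but the estimation of the weights stopped before it converged. With weights estimated gene by gene, a setting chosen after the data were seen, 1355 genes were called, 725 higher and 630 lower.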

We found that the overexpression of EFTUD2 led to the significant differential expression of 1360 genes (Fig. 7a). We then performed a Gene Set Enrichment Analysis (GSEA) to identify pathway enrichment and determine the most significant molecular pathways regulated by EFTUD2. This analysis showed a significant enrichment of genes involved in the EMT and the JAK/STAT3 pathway, which play an essential role in the development of HCC by controlling cell proliferation, apoptosis, and motility (Fig. 7b). 

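A list of 200 EMT genes and a list of 87 genes of IL6-JAK-STAT3 signaling, named after the gene sets of Fig. 7b, were written from memory before the values were examined, so their members can differ from those of the sets the authors used. All genes tested were ranked by log2 fold change, and the enrichment of each list was tested with fgsea against 10000 permutations of genes. The EMT list, with 157 genes tested, had a normalized enrichment score of 2.63 in EFTUD2-overexpressing cells (adjusted p = 0.00055 over 16 lists). The IL6-JAK-STAT3 list, with 68 genes tested, had a score of 2.10 and the same adjusted p, since both raw p-values, 0.00023, are the smallest the permutations can give. These p-values treat genes as independent. Camera with a preset inter-gene correlation also called both lists, with adjusted p of 2.4e-05 and 0.00018, and neither call held with an estimated correlation, with adjusted p of 0.15 and 0.22. Under fry, a rotation test over the libraries, the adjusted p was 0.24 for EMT and 0.29 for IL6-JAK-STAT3.

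In the EMT list, 94 of the 157 genes were higher and 63 lower, and the median log2 fold change was 0.07, against -0.07 over all genes tested. In the IL6-JAK-STAT3 list, 42 of the 68 genes were higher and the median was also 0.07. Of all genes tested, 37.3% were higher. The enrichment came from a part of each list, 49 genes for EMT and 24 for IL6-JAK-STAT3. Adjusted over the list alone, 1 EMT gene and 2 IL6-JAK-STAT3 genes had an adjusted p under 0.05, and 0 had one over all genes tested. Besides vimentin and IGFBP3, the EMT genes with the largest increases included CD44 and BASP1, and CD44 and SOCS3 led the IL6-JAK-STAT3 list; CD44, BASP1 and SOCS3 were chosen after their values were seen. CD44 (log2 fold change 1.98, standard error 0.56, adjusted p = 0.40 from limma) stood at 3.73, 8.13 and 0.65 FPKM in EFTUD2 replicates 1 to 3 and at no more than 0.07 FPKM in the controls. SOCS3 (log2 fold change 1.94, standard error 0.36, adjusted p = 0.27 from limma) stood at 6.68, 10.4 and 3.27 FPKM, with at most 1.29 FPKM in the controls. Across the fits that each left out 1 library, the score lay between 2.21 and 2.60 for EMT and between 1.82 and 2.20 for IL6-JAK-STAT3. The paper concludes that EFTUD2 acts on survival, metastasis and EMT mainly through STAT3. It draws on the enrichment of these gene sets in its own analysis and on staining and western blots of STAT3 and EMT markers. Correlations in TCGA data and knockdown of EFTUD2 are further evidence it gives. It then reports that a STAT3 inhibitor restored E-cadherin, reduced vimentin and reversed the gain in migration and invasion of EFTUD2-overexpressing Hep G2 cells.

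**Figure D2:**
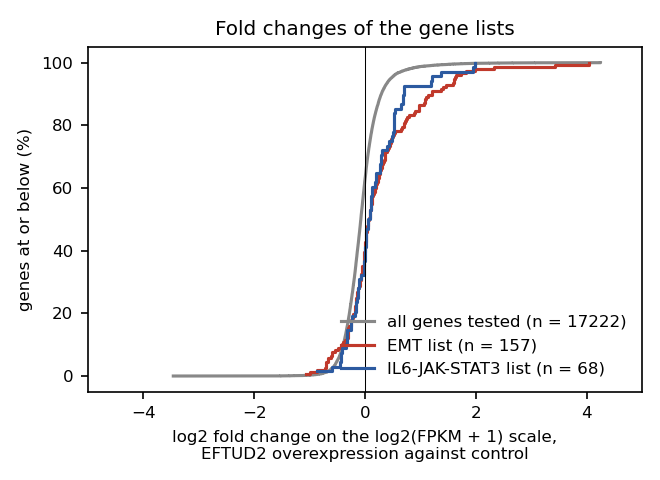
Cumulative share of genes in percent (vertical axis) at or below each log2 fold change of EFTUD2-overexpressing against control Hep G2 cells (horizontal axis, log2(FPKM + 1) scale), for all 17222 genes tested, the EMT list and the IL6-JAK-STAT3 list. The list curves lie to the right of the curve of all genes mainly above 0, where 94 of 157 EMT genes and 42 of 68 IL6-JAK-STAT3 genes are found.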

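The genes measured by qPCR were taken from the primers of Supplementary Table 1, which lists 7 genes besides IL6, EFTUD2, GAPDH, MCL1 and the EMT markers vimentin, E-cadherin and Twist. The RNA-Seq values of these 7 fell into different patterns. TGM2 (Entrez gene 7052) rose in each EFTUD2-overexpressing library, from 16.7 ± 3.48 FPKM (SD, n = 3) to 46.0 ± 7.32 FPKM (SD, n = 3), with a log2 fold change of 1.41 (standard error 0.18) and an adjusted p of 0.19 from limma. IGFBP3 (Entrez gene 3486) was at 2.55, 0.27 and 0.73 FPKM in the controls and at 5.76, 7.02 and 17.4 FPKM in the EFTUD2 replicates (log2 fold change 2.33, standard error 0.49, adjusted p = 0.32 from limma). TPM2 (Entrez gene 7169) rose from 4.19 ± 1.54 to 15.9 ± 9.62 FPKM (SD, n = 3 each; log2 fold change 1.58, standard error 0.43, adjusted p = 0.40 from limma). SPP1 (Entrez gene 6696) stood at 356 ± 159 FPKM (SD, n = 3) in the controls and at 1154, 1210 and 521 FPKM in EFTUD2 replicates 1 to 3, an adjusted p of 0.40. MMP1 (Entrez gene 4312) reached 0.94, 2.84 and 0.21 FPKM in the EFTUD2 replicates, with 0.15 FPKM or less in the controls. LUM (Entrez gene 4060) was at 0.35, 0.56 and 0.01 FPKM, and replicate 3 lay at the level of control replicate 2. PTGS2 (Entrez gene 5743), listed at 0 in the 3 controls and at 0.14, 0.30 and 0.01 FPKM in the EFTUD2 replicates, was too low to be tested.

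Together with IL6, 7 of these genes could be tested, and adjusted over the list alone 5 of them had an adjusted p under 0.05 (TGM2, IGFBP3, TPM2, SPP1 and IL6), against 0 over all genes tested. As the legend of Suppl. Fig. 2 has the qPCR genes picked by RNA-Seq of these cells, the first count is not independent evidence. Except for LUM, the groups of each of these genes did not overlap (exact permutation test, two-sided p = 0.1 each).

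Vimentin (VIM, Entrez gene 7431) was at 0.06, 0.08 and 0.12 FPKM in the controls and at 23.2, 59.6 and 2.87 FPKM in EFTUD2 replicates 1 to 3, so that it rose in every library but to very different levels (log2 fold change 4.04, standard error 0.90, adjusted p = 0.35 from limma). Without EFTUD2 replicate 3 its adjusted p was 0.013, and over all the settings tried it ranged from 0.0034 to 0.68. TWIST1 (Entrez gene 7291) was listed at 0 in the 3 controls and at 0.16, 0.37 and 0.03 FPKM in the EFTUD2 replicates, under the limit for a test. E-cadherin mRNA (CDH1, Entrez gene 999) was slightly higher, at 10.8 ± 1.93 against 8.16 ± 0.45 FPKM (SD, n = 3 each), with a log2 fold change of 0.36 (standard error 0.15, adjusted p = 0.40 from limma). Its adjusted p ranged from 0.021, with array weights, to 0.68 over all the settings tried, and its direction was the same in all of them.

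**Figure D3:**
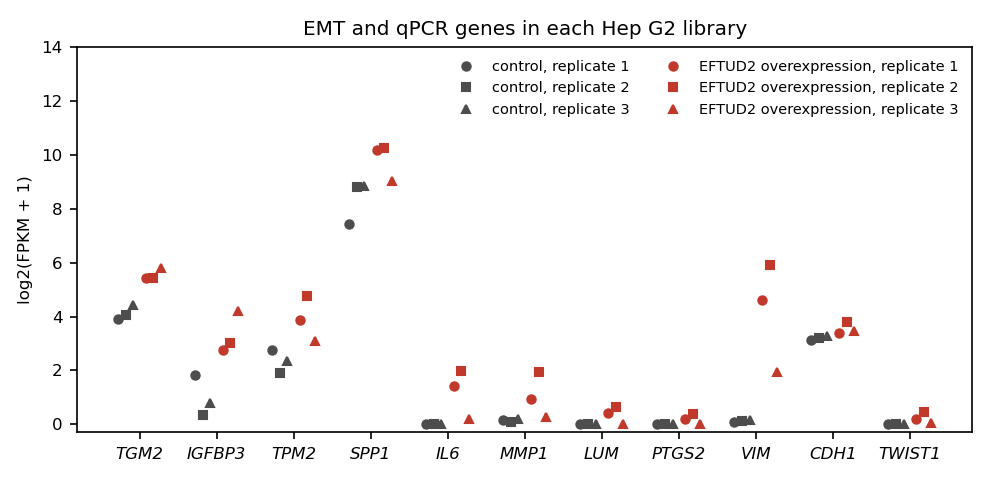
log2(FPKM + 1) values (vertical axis) of the qPCR genes and of VIM, CDH1 and TWIST1 (horizontal axis) in each library; dark symbols are control and red symbols EFTUD2-overexpressing libraries, and the symbol's shape gives the replicate number. TGM2 and IGFBP3 are raised in all 3 EFTUD2 libraries, whereas VIM, IL6 and MMP1 are highest in replicate 2 and lowest in replicate 3.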

Among the differentially expressed genes involved in EMT, the changes were validated by qPCR (Suppl. Fig. 2). Meanwhile, data from TCGA showed that the expression levels of EFTUD2 positively correlated with MCL-1, an anti-apoptosis protein that is regulated by the STAT3 pathway^18,19^, as well as the EMT-related genes Twist1 and vimentin (Suppl. Fig. 3). Consistent with the RNA-Seq and GSEA results, the IHC assays performed on the serial sections of subcutaneous xenografts also showed that the EFTUD2 expression positively correlated with the expression of activated STAT3 (phosphorylated STAT3, pSTAT3) and the mesenchymal marker vimentin, but negatively correlated with the epithelial marker E-cadherin (Fig. 7c). Moreover, we analyzed the expression of EFTUD2 and pSTAT3 in serial sections of 50 human HCC samples and found that EFTUD2 expression significantly correlated with pSTAT3 expression in HCC specimens (Fig. 7d). In addition, we also demonstrated that knockdown of EFTUD2 remarkably inactivated STAT3, downregulated MCL-1, and reversed EMT (Fig. 7e and Suppl. Fig. 4). Emerging evidence has shown that STAT3 is a key oncogenic factor involved in the activation of several pathways, including cell proliferation and invasion, as well as cancer cell survival^20–22^. Moreover, the activation of STAT3 also promotes EMT of HCC cells^23^. These observations collectively indicated that EFTUD2 promotes cell survival, metastasis, and EMT primarily through STAT3 regulation.

**Fig. 7:**
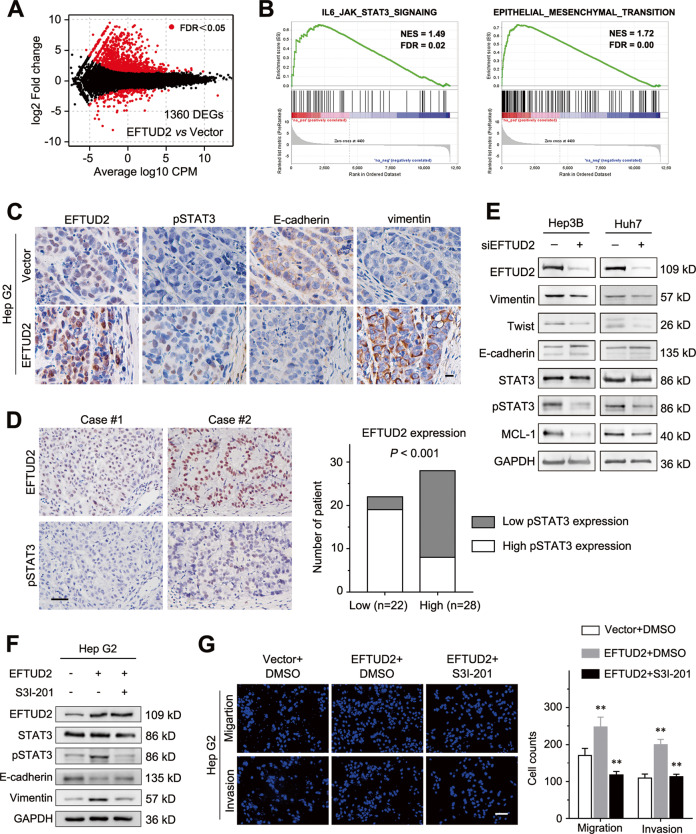
EFTUD2 promotes EMT via activation of the STAT3 pathway in HCC cells. **a** An M–A plot showed the genes differentially expressed between EFTUD2-overexpressing and control Hep G2 cells (*N* = 3), with the differentially regulated genes highlighted in red. **b** Gene sets of the IL6_JAK_STAT3 signaling pathway and the EMT were enriched in EFTUD2-overexpressing Hep G2 cells. **c** Serial sections of the xenograft tumors were subjected to IHC staining of EFTUD2, pSTAT3, E-cadherin and vimentin. Scale bars, 100 μm. **d** Serial sections of human HCC tissue samples were subjected to IHC staining with antibodies against EFTUD2 and pSTAT3. Representative IHC images were showed in the left panel, and the right panel showed the correlation between EFTUD2 and pSTAT3 expression, in 50 human HCC tissue samples. Scale bars, 100 μm. **e** The expression of EFTUD2, vimentin, Twist1, E-cadherin, STAT3, pSTAT3, MCL-1, and GAPDH was detected by western blotting in the indicated cells. **f** Western blot analysis showing that the increases in pSTAT3 and vimentin expression were compromised and that the decrease in E-cadherin was reversed by SI3-201, a STAT3 inhibitor, in EFTUD2-overexpressing Hep G2 cells. **g** The Hep G2 cells with EFTUD2 overexpression were treated with 100 μM SI3-201 and subjected to migration and invasion assays. Scale bars, 200 μm. The data are presented as the mean ± SD from triplicate independent experiments, **P < 0.01.

To further investigate whether EFTUD2 mediated EMT through the activation of STAT3, EFTUD2-overexpressing Hep G2 cells were treated with an inhibitor of STAT3 (S3I-201). The results showed that the expression level of E-cadherin was restored, and that the expression level of vimentin was compromised by the STAT3 inhibitor in EFTUD2-overexpressing Hep G2 cells (Fig. 7f). In addition, the transwell assays showed that treatment with the STAT3 inhibitor also reversed the metastasis and invasion enhancement induced by EFTUD2 overexpression (Fig. 7g). Taken together, these results suggest that EFTUD2 promotes STAT3 activation, thus inducing EMT and promoting the metastasis of HCC cells.

## Discussion

Previously, there was little known about the molecular function of EFTUD2 in HCC development. In this study, we identified the exact role and related mechanism of EFTUD2 in HCC. We observed that nuclear EFTUD2 was upregulated in HCC tissues compared to adjacent nontumor and normal liver tissues. In addition, we found that EFTUD2 is an independent prognostic factor for HCC patients. A high level of EFTUD2 expression predicted a shorter overall and recurrence-free survival time in HCC patients.

Interestingly, we found that EFTUD2 likely plays a role in maintaining the survival of HCC cells. Our results indicated that a stable EFTUD2 knockdown with a lentivirus vector was lethal for two different HCC cell lines, while a transient knockdown of EFTUD2 with siRNA inhibited cell viability but was not lethal. The flow cytometry and mitochondrial membrane potential assay results confirmed that the depletion of EFTUD2 expression blocks cell cycle progression and promotes cell apoptosis. Meanwhile, apoptosis-related proteins, cleaved PARP, cleaved caspase 3, and cleaved caspase 7, were increased. Our data indicated that EFTUD2 knockdown decreased the cell number at S phase of cell cycle, while EFTUD2 overexpression increased the cells at S phase. These results suggested that EFTUD2 takes part in DNA replication of the cell cycle. We speculate that EFTUD2 knockdown and the serious DNA replication arrest leads to cell apoptosis. Further study to investigate the molecular mechanism of possible link between cell apoptosis, and S phase of cell cycle regulated by EFTUD2 in HCC is warranted. Moreover, our data suggested that the ectopic expression of EFTUD2 promotes cell proliferation and migration in vivo and in vitro.

Next, we explored the exact EFTUD2-associated regulatory mechanism in HCC cells. RNA-Seq was performed on Hep G2 cells overexpressing EFTUD2, and GSEA analysis showed that the JAK/STAT3 pathway and the EMT were closely related with EFTUD2. Our further studies confirmed that the phosphorylation of STAT3 was decreased, and MCL-1, a downstream gene regulated by the STAT3 pathway, was significantly decreased in the EFTUD2 knockdown cells. STAT3 has been reported to maintain the survival of cancer cells^24^. We found that EFTUD2-mediated HCC survival through STAT3. STAT3 activation induces the production of interferon, growth factors and several cytokines through a JAK-dependent manner^25^. We found that EFTUD2 promoted the phosphorylation of STAT3, but did not affect total STAT3 protein expression. Moreover, our RNA-sequencing data indicated that overexpression of EFTUD2 increased IL-6 expression. 

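In these libraries IL6 (Entrez gene 3569) was listed at 0.01, 0 and 0 FPKM in control replicates 1 to 3 and at 1.69, 2.97 and 0.15 FPKM in EFTUD2 replicates 1 to 3. Each EFTUD2-overexpressing library was thus above each control (exact permutation test, two-sided p = 0.1). The difference was not past the threshold once all genes were considered, with a log2 fold change of 1.20 (standard error 0.41) and an adjusted p of 0.40 from limma. EFTUD2 replicate 3 decided this value, since without it the adjusted p was 0.026; over all the settings tried the adjusted p ranged from 0.0072 to 0.68. The level in replicate 3 was 0.05 times that in replicate 2, although EFTUD2 itself differed little between these libraries, with a ratio of 1.06. STAT3 mRNA (Entrez gene 6774) was at 50.5 ± 1.89 FPKM (SD, n = 3) in control and 61.4 ± 6.80 FPKM (SD, n = 3) in EFTUD2-overexpressing cells, with a log2 fold change of 0.27 (standard error 0.11, adjusted p = 0.40 from limma). Its 2 groups did not overlap (exact permutation test, two-sided p = 0.1). The adjusted p of STAT3 from limma was 0.033 with array weights, and ranged from 0.021 to 0.68 over all the settings tried. MCL1 mRNA (Entrez gene 4170) was at 79.1 ± 13.4 and 85.0 ± 22.3 FPKM (SD, n = 3 each), a difference smaller than the spread between libraries (adjusted p = 0.85 from limma), and its direction turned when EFTUD2 replicate 3 was left out (log2 fold change -0.12). From IL-6 as an activator of STAT3, the paper proposes that EFTUD2 raises IL-6 production and thereby activates STAT3 to keep the cells alive.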

IL-6 is a well reported cytokine that activates STAT3 signaling pathway^26^. It has been reported that the depletion of IL6 expression blocks the activation of STAT3 pathway, and thus rescues the oncogenic effect of STAT3 signaling pathway2^22,27^. We therefore suggested that EFTUD2 promotes IL-6 production and STAT3 activation to maintain the survival of HCC cells. Depletion of IL6 expression would reduce the oncogenic effects of the EFTUD2. However, more detailed studies are needed to verify this effect. The EFTUD2 serves as a spliceosomal GTPase, which helps process mRNA. Although we observed that overexpression of EFTUD2 promoted IL-6 expression (Suppl. Fig. 2), there was no evidence to support that EFTUD2 overexpression affected IL-6 mRNA splicing. We speculated that EFTUD2 may up-regulate IL-6 expression via an indirect way. However, more studies about the detailed molecular mechanism are needed.

In addition, we found that EFTUD2 was also closely related with EMT, which indicates that the weakened cell invasion and metastasis abilities were not caused by cell apoptosis. The EMT, in which epithelial cancer cells lose their polarity and become motile mesenchymal cells, has been implicated in carcinoma invasion/metastasis^28,29^. The characteristic upregulation of E-cadherin, a key step of EMT, was also observed in the EFTUD2 knockdown cell lines. Growing evidence has indicated that several cancer-associated signaling pathways are involved in the regulation of EMT, including the JAK/STAT3 pathway^30,31^. Therefore, a STAT3 inhibitor was used to clarify the interaction between STAT3 and EMT. Transwell assays showed that enhanced EFTUD2 expression led to elevated metastatic potential but was compromised by the inhibitor. Meanwhile, the decreased level of E-cadherin was rescued by the inhibitor, while the increased level of vimentin was compromised.

Our study identified that a high level of EFTUD2 expression is a predictive biomarker for a poor prognosis in HCC. We also found that EFTUD2 sustains survival and promotes the EMT of HCC cells via the activation of STAT3. Our finding provides a new direction to our understanding of the survival and prognosis mechanism of HCC.

## Supplementary information

Supplementary Table 1

Supplemental Figures Legends

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

# Supplementary material for: EFTUD2 maintains the survival of tumor cells and promotes hepatocellular carcinoma progression via the activation of STAT3
**Source:** Cell Death Dis. 2020 Oct 6;11(10):830. doi: 10.1038/s41419-020-03040-5
**Supplement:** Supplementary file 1 — Supplementary Table 1

**Supplementary Table 1**. Real-Time Polymerase Chain Reaction Primers

| Gene | Species | Primer sequence (5′ to 3′) |
| --- | --- | --- |
| *EFTUD2* | *Homo sapiens* | Forward: CAATATCATGGACACTCCAGGAC |
|  |  | Reverse: CGGTCAATCTTGTTGATGCACA |
| *GAPDH* | *Homo sapiens* | Forward: ATGACCCCTTCATTGACC |
|  |  | Reverse: GAAGATGGTGATGGGATTTC |
| *E-cadherin* | *Homo sapiens* | Forward: TCGACACCCGATTCAAAGTGG |
|  |  | Reverse: TTCCAGAAACGGAGGCCTGAT |
| *Vimentin* | *Homo sapiens* | Forward: TGGCCGACGCCATCAACACC |
|  |  | Reverse: CACCTCGACGCGGGCTTTGT |
| *Twist* | *Homo sapiens* | Forward: GTCCGCAGTCTTACGAGGAG |
|  |  | Reverse: GCTTGAGGGTCTGAATCTTGCT |
| *MCL-1* | *Homo sapiens* | Forward: CGACGGCGTAACAAACT |
|  |  | Reverse: GGAAGAACTCCACAAACCC |
| *PTGS2* | *Homo sapiens* | Forward: CAAACCTACGCCAAAATCCA |
|  |  | Reverse: GAAATGAATGAGCCTACAGA |
| *LUM* | *Homo sapiens* | Forward: TTGCGTTTGGATGGCAATCG |
|  |  | Reverse: GAGTGACTTCGTTAGCAACACG |
| *MMP1* | *Homo sapiens* | Forward: CTCTGGAGTAATGTCACACCTCT |
|  |  | Reverse: TGTTGGTCCACCTTTCATCTTC |
| *SPP1* | *Homo sapiens* | Forward: TGCCAGCAACCGAAGTTTTC |
|  |  | Reverse: TGTCAGGTCTGCGAAACTTC |
| *TGM2* | *Homo sapiens* | Forward: TGCCCTTTGGAAAGCCATTG |
|  |  | Reverse: TTTTTGCCTGCTCCAAGGAG |
| *TPM2* | *Homo sapiens* | Forward: AGAGGTCTGTGGCAAAGTTG |
|  |  | Reverse: AGGTTGTTGAGTTCCAGCAG |
| *IGFBP3* | *Homo sapiens* | Forward: GGGGTGTACACATTCCCAAC |
|  |  | Reverse: AGGCTGCCCATACTTATCCA |
| *IL-6* | *Homo sapiens* | Forward: ACTCACCTCTTCAGAACGAATTG |
|  |  | Reverse: CCATCTTTGGAAGGTTCAGGTTG |

# Supplementary material for: EFTUD2 maintains the survival of tumor cells and promotes hepatocellular carcinoma progression via the activation of STAT3
**Source:** Cell Death Dis. 2020 Oct 6;11(10):830. doi: 10.1038/s41419-020-03040-5
**Supplement:** Supplementary file 2 — Supplemental Figures Legends

**Supplementary Figures Legends:**

**Supplementary Figure 1. Nuclear EFTUD2 expression is upregulated in tumor tissues.**

The intensity of nuclear EFTUD2 expression is shown. Scale bars, 100 μm.

**Supplementary Figure 2. Part of the most significant upregulated genes identified by RNA-sequencing in EFTUD2 overexpressed Hep G2 cells are validated by qPCR.**

The data are presented as means ± SD. ***, *P* < 0.001.

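The qPCR primers are listed in Supplementary Table 1, and each pair there was matched without mismatches to the 206694 transcripts of GENCODE release 29, whose coordinates are those of GRCh38. Of 14 pairs, 13 matched a transcript of the gene they are listed for. The TGM2 pair lies on chromosome 20 from 38129848 to 38129920, in the 3' UTR within exon 13, with a product of 73 bp. The IGFBP3 pair spans chromosome 7 from 45914883 to 45916600, with coding sequence of exons 3 and 4 and a product of 116 bp. The IL6 pair also joins exons 3 and 4, on chromosome 7 from 22727562 to 22728768 (product of 149 bp). The TPM2 pair joins coding sequence of exons 8 and 9 on chromosome 9 from 35682085 to 35684290 (124 bp), and the MMP1 pair that of exons 3 and 4 on chromosome 11 from 102796673 to 102797095 (199 bp). Both primers of a pair lie within 1 exon for LUM (chromosome 12 from 91104173 to 91104257, coding part of exon 3, 85 bp) and for SPP1 (chromosome 4 from 87981677 to 87981793, coding part of exon 5, 117 bp), as for TGM2 and for the vimentin and Twist pairs, so genomic DNA would give a product of the same length. Exons are numbered in the matched transcript. The pair listed for PTGS2 matched none of its 5 transcripts, where each primer had at least 7 mismatches over its 20 bases. It matched the coding sequence of the mitochondrial gene MT-CO1, which encodes subunit 1 of cytochrome c oxidase, on chromosome M from 7122 to 7285 (164 bp), and its pseudogene MTCO1P12 on chromosome 1 from 632293 to 632456. The GAPDH pair matched coding sequence of exons 3 and 4 on chromosome 12 from 6536565 to 6536785 and also 3 processed pseudogenes.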

**Supplementary Figure 3. EFTUD2 expression is positively correlated with MCL-1, TWIST1 and Vimentin in HCC samples (data from TCGA).**

**Supplementary Figure 4. EFTUD2 suppresses epithelial-mesenchymal transition (EMT) of HCC cells.**

The mRNA expression of E-cadherin, Vimentin, TWIST1 and MCL-1 of the indicated cells. The data are presented as means ± SD. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

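RNA-Seq was analysed for 6 libraries of the human liver tumor line Hep G2, 3 with the empty vector (control) and 3 with stable EFTUD2 overexpression, each mapped to its group and replicate number from its labels and the legend of Fig. 7a. RNA was extracted with TRIzol, selected for poly-A and sequenced on the BGISEQ-500 platform by the authors. The authors deposited the values as FPKM per gene and library, which they rounded to 2 decimals, in 1 table of the 6 libraries. The paper's text names no aligner, counting program, annotation, genome build or test for differential expression, and Fig. 7a gives an FDR under 0.05. No gene counts were used, and the depth of each library is unknown, so no interval from read numbers can be given. Of 18762 Entrez gene numbers in the table, 18449 matched the NCBI gene table used for symbols (assembly GRCh38.p14, names only). The 26 symbols that the table shows as dates were replaced by way of their gene numbers. The table lists 1365 genes at 0 in all libraries. It holds no values of other samples.

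From the deposited FPKM values, log2(FPKM + 1) was computed, the 17222 genes with a mean of at least 0.1 FPKM over the 6 libraries were kept, and the groups were compared with limma (version 3.58.1, lmFit and eBayes with trend) in R 4.3.3 at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are on this log2 scale. Single genes were also compared by an exact two-sided permutation test, whose smallest p is 0.1. Gene lists of at least 5 tested genes were tested by preranked enrichment with fgsea 1.28.0 (weight 1, 10000 permutations of genes), with adjustment over 16 lists, beside camera and fry of limma. The 16 lists were written from memory before the values were examined: EMT, IL6-JAK-STAT3, the qPCR panel, acute-phase targets of STAT3, S phase, G2/M phase, hepatocyte, epithelial, EMT transcription factor, fibroblast, macrophage, endothelial, squamous, interferon, NF-kB and U5 spliceosome genes. Published set files were not used here.

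The genes named in the text were fixed before the values were examined. They are those the paper names for its experiments on these cells and those of its qPCR primer table, then the 10 largest increases and decreases with an adjusted p under 0.05 and groups that do not overlap, and the 5 largest changes of each of the EMT and IL6-JAK-STAT3 lists with an adjusted p under 0.05. As 0 genes had such a p, only the genes of the first kind remained, and any other gene is said to be chosen after its values were seen. Some results for single genes are not reported here.

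Before use, the tests were run on simulated data with the observed means and within-group spread. Of 200 genes changed by 2 on the log2 scale among 17222, limma recovered 90.5% with 14 false calls, and it called 0 genes when none was changed. The changed genes were drawn from those with a control mean above 2 on the log2 scale. The simulated spread was independent between genes, and for each gene it was the same in both groups. The recovery therefore says nothing about genes near 0 in the controls, or about a spread that comes mainly from the EFTUD2-overexpressing libraries. In the enrichment test, a list with 60% of its members raised by 1 on the log2 scale was recovered with a score of 3.24. With no change simulated, 1 of 16 lists still passed the threshold.

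The alternatives set before the data were examined were other pseudocounts (0.1 and 0.01), no filter or a mean of at least 1 FPKM, 3 other scalings (median of ratios, quantile, and a common sum per library), robust empirical Bayes, array weights, the replicate number as a block, a log2 fold change of at least 1, ranking by the moderated t, camera, fry, the EMT and IL6-JAK-STAT3 lists without the genes they share, and each library left out in turn. Array weights estimated gene by gene, and a restriction to genes with a control mean of at least 1 FPKM, were added after the data were seen. qPCR primers were matched to the transcripts of GENCODE release 29 (GRCh38). Further steps were run in Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Western blots, staining, knockdown experiments and patient cohorts were not analysed here.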

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

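The gene lists and their enrichment tests with fgsea, camera and fry were set before the values were examined. Macrophage, endothelial and fibroblast RNA were also set out to be tested beforehand, by whether their lists or most abundant genes rise. The squamous list was set beforehand as well, to weigh RNA of other cells. Beyond the list scores, the values used below for these cell types were chosen after the results were seen. So were all other tests in this part.

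Mostly outside the genes the paper names, 90 genes, with IL6 as the only named gene among them, stood at 0.1 FPKM or less in every control library and reached a mean of at least 1 FPKM in the EFTUD2-overexpressing libraries. The opposite pattern held for 5 genes, and the other 19 ways to choose 3 of the 6 libraries gave at most 30 genes. The 3 groupings with 29 or 30 genes put EFTUD2 replicate 3 with 2 controls. Other genes the paper names missed these limits by their control values (vimentin and MMP1) or by a low mean (TWIST1, PTGS2 and LUM). In replicate 3 these were at 0.048, 0.074, 0.081, 0.033 and 0.018 times their level in replicate 2, the last 3 near 0 there. For TPM2, SPP1, TGM2 and IGFBP3 this ratio was 0.29, 0.43, 1.31 and 2.48. LDHB, just above the limit with 0.11 to 0.13 FPKM in the controls, was at 24.99, 53.3 and 2.67 FPKM in EFTUD2 replicates 1 to 3, and KRT17, at 1.12 to 1.80 FPKM in the controls, was at 66.9, 135.1 and 9.29 FPKM (both chosen after their values were seen).

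These genes shared a ratio between libraries. Over the 90 genes, the level in replicate 1 was 0.40 times that in replicate 2 (median, quartiles 0.36 and 0.45), and the level in replicate 3 was 0.033 times (quartiles 0.024 and 0.053). A response in proportion to EFTUD2 mRNA would give similar levels in the 3 libraries, since EFTUD2 in replicate 3 was 1.06 times that in replicate 2, so the ratio of 0.0329 argues against it. If cells of another state or kind were present in unequal shares, genes with higher control levels would show the same ratios above the controls. For the 68 genes with a control mean from 0.5 to 2 FPKM that were at least 2 times the highest control and 2 FPKM above the control mean in replicate 2, the ratio of replicate 1 to replicate 2 was 0.395 (quartiles 0.34 and 0.51) and that of replicate 3 was 0.062 (quartiles -0.04 and 0.28). For the 63 genes with a control mean from 0.1 to 0.5 FPKM picked in the same way the ratios were 0.42 and 0.040, and for the 32 genes from 2 to 10 FPKM they were 0.45 and 0.13 (quartiles of the latter 0.0065 and 0.34), so the ratio of replicate 3 rose with the control level and held less well there. These genes were picked on replicate 2, which by itself favors ratios under 1. A candidate explanation is therefore a population of cells present in unequal shares in the EFTUD2-overexpressing libraries. KRT7, at 24.7, 61.2 and 0.78 FPKM in replicates 1 to 3 and 0.61 to 1.34 FPKM in the controls, followed the ratio in replicates 1 and 2 and stood at the control level in replicate 3.

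Which cells these would be stays open. As lists, macrophage and endothelial genes did not rise past the threshold (normalized enrichment scores of 1.12 and -1.02), while fibroblast genes (2.10) and squamous genes (1.92) did. Without control replicate 1 the macrophage list did rise past it (adjusted p = 0.028). The lists of other cell types held 5 of 17 macrophage, 6 of 20 endothelial and 8 of 26 fibroblast genes with a control mean of at least 1 FPKM, which Hep G2 cells express themselves, and 21 of the 26 fibroblast genes are also in the EMT list and 2 in the qPCR panel. Among the genes near 0 in every control, macrophage genes reached at most 0.12 FPKM in any EFTUD2 library (CYBB, with PTPRC at 0.02 FPKM or less and TYROBP at 0) and endothelial genes at most 0.28 FPKM (CDH5), far under vimentin at 59.6 FPKM, which argues against RNA of both cell types. Fibroblasts would bring collagen mRNA, but COL1A1, COL1A2 and COL3A1 together came to 5.94% of vimentin in replicate 2, with COL1A2 listed at 0, and the abundant SPARC and LGALS1 were at 29.1 and 214.7 FPKM there, inside or under the range of the controls, which argues against fibroblasts with abundant collagen. Squamous genes, KRT17 and KRT7 among them, were higher for 9 of 14. Of the 9 raised by at least 0.5 FPKM in replicate 2, 9 rose less than 0.2 times as much in replicate 3. Those near 0 in every control reached at most 0.90 FPKM (KRT16), and fry gave the list an adjusted p of 0.72. These values neither exclude nor settle RNA of squamous cells. RNA of other cells and a part of the Hep G2 cells in another state cannot be told apart. Over the 28 hepatocyte genes not shared with the acute-phase list, the median of replicate 2 differed from that of replicate 3 by -0.33 on the log2 scale. Against the control mean their medians were 0.16, 0.07 and 0.40 in EFTUD2 replicates 1 to 3, and from -0.30 to 0.21 in the controls. No loss of hepatocyte mRNA against the controls was thus seen, which either kind of cells would bring if its share were large. A biological difference, such as a part of the transduced cells responding, was not tested separately.

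The acute-phase targets of STAT3, which apart from STAT3 itself are not among the genes the paper names, had a median log2 fold change of 0.81, with 27 of 28 genes higher and an adjusted p of 0.00055 from preranked enrichment and of 0.048 from fry. By library, the median rise was 0.76, 0.96 and 0.96 in EFTUD2 replicates 1 to 3. The rise of 0.956 in replicate 3 argues against the cells in unequal shares described above as the source for the list, although 8 of its 25 genes raised in replicate 2, LBP among them, rose less than 0.2 times as much in replicate 3. LBP, chosen after its values were seen, was at 10.9, 43.98 and 2.15 FPKM. A general rise of hepatocyte genes would raise both lists alike, but without the genes they share, the acute-phase median exceeded the hepatocyte median by 0.66, 1.02 and 0.72 in EFTUD2 replicates 1 to 3 and by no more than 0.21 in a control. The smallest of the former values was 0.658. Of the 10 splits of the 6 libraries, 3 gave an acute-phase score as large, which the control libraries' own differences in these genes allow. STAT3 activity itself was not measured by these values, so the source of the rise stays open.

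Interferon-response genes had a normalized enrichment score of 2.57 (adjusted p = 0.00055 from preranked enrichment, 0.45 from fry), with 22 of 34 genes higher. Their median rise was 0.26, 0.66 and -0.13 in EFTUD2 replicates 1 to 3, so it was not shared by replicate 3. OASL, chosen after its values were seen, was at 25.6, 69.6 and 1.91 FPKM in these libraries and at 0.80 to 2.28 FPKM in the controls. Of the 24 interferon genes raised by at least 0.5 FPKM in replicate 2, 20 rose less than 0.2 times as much in replicate 3, near the ratio of the 90 genes above.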

How the results depend on the processing

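Of the tests on splits of the libraries, only that on the genes with an adjusted p under 0.05 was set before the results were seen. The number of genes called depended on how the libraries were weighted and on EFTUD2 replicate 3. The number of genes with an adjusted p under 0.05 was 0 with every pseudocount, filter, scaling, robust empirical Bayes, the replicate block and the fold change limit. With array weights it was 1246 (916 higher, 330 lower). The estimated weights were 27.7 for control replicate 3 and 0.035 for EFTUD2 replicate 1, the estimation stopped before it converged, and 3 of the 10 splits of the 6 libraries gave at least as many genes, up to 5821, so this count is not specific to the real groups. Estimated gene by gene, a setting added after the data were seen, the weights ran from 0.12 for EFTUD2 replicate 3 to 4.11 for EFTUD2 replicate 1, and 1355 genes were called (725 higher, 630 lower). Here 1 of the 10 splits, the real one, gave as many, and the other splits gave at most 10 genes. Across the 6 fits that each left out 1 library the count ran from 0 to 167, with 0 to 153 higher and 0 to 14 lower. The 167 came without EFTUD2 replicate 3, all of them were also called with array weights, and 122 had a control mean under 1 FPKM.

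At an unadjusted p under 0.05, 2118 genes were found. Array weights gave 3763, weights estimated gene by gene 4731, and a log2 fold change of at least 1 left 215, by its construction. The fits that each left out 1 library gave 1096 to 2884, and the count was 1156, 1096 and 1200 without control replicates 1, 2 and 3, each with fewer samples. Across these 6 fits, 377 to 1363 genes were higher and 664 to 1538 lower. Of the 10 splits of the libraries, 1, the real one, gave as many as 2118 genes, and all 10 gave at least 0 at an adjusted p under 0.05, which says nothing about the groups. With 10 splits, a share under 0.1 cannot be reached. The share of higher genes at the unadjusted threshold was 35.7% as deposited, 62.5% with median-of-ratios scaling, 44.3% with quantile normalization and 31.9% with a common sum. The median log2 fold change of all genes tested was -0.07, 0.02, -0.03 and -0.13 in the same order.

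The EMT list kept a positive score and its side of the threshold in every preranked setting, from 2.15 to 2.73, and from 2.21 to 2.60 with each library left out. The IL6-JAK-STAT3 list did so from 1.84 to 2.22, and from 1.82 to 2.20. Over genes with a control mean of at least 1 FPKM the scores were 1.98 and 1.90. Both lists lost the threshold under camera with an estimated correlation (adjusted p = 0.15 and 0.22) and under fry (0.24 and 0.29), tests that take the correlation between genes into account. In 1 of the 10 splits, the real one, each score was as large. Of the 14 other lists, 8 passed the threshold, 5 with a pseudocount of 0.01, 2 under fry (the qPCR panel and the acute-phase list) and 0 under camera with an estimated correlation. The cause was not tested for the pseudocount.

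Lists that did not pass the threshold changed sign under some settings, and the cause was not tested. The endothelial score of -1.02 became 0.85 and 0.91 with pseudocounts of 0.1 and 0.01, 0.89 ranked by the moderated t, and 0.85 with weights estimated gene by gene, it ran from -1.20 to 0.91 with each library left out, and camera, camera with an estimated correlation and fry gave a rise with adjusted p of 0.26, 0.55 and 0.90. The epithelial score of -1.17 became 0.79 and 0.96 with pseudocounts of 0.1 and 0.01 and 0.83 with median-of-ratios scaling. For macrophage genes 1.12 became -0.83 with a pseudocount of 0.01, and ran from -0.92 to 1.69 with each library left out. The U5 spliceosome score of -1.35 became 0.69 with array weights. The S phase score of -1.25 became 1.42 with array weights and 1.39 with weights estimated gene by gene. With each library left out it ran from -1.84 to 1.66, and it was 1.66 without EFTUD2 replicate 3.

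Of the named genes, MCL1 (log2 fold change 0.09) ran from -0.12 to 0.22 with each library left out and PARP1 (0.12) from -0.014 to 0.28, both within their error. All other named genes that were tested kept their direction in every setting. In 24 further comparisons a named gene came past the threshold, 10 with array weights, 10 with weights estimated gene by gene and 4 without EFTUD2 replicate 3. Among the lists outside EMT and IL6-JAK-STAT3, 34 comparisons became weaker and 10 stronger. With the replicate number as a block, 0 genes had an adjusted p under 0.05 and 2027 had an unadjusted one. Deviations of same-numbered libraries correlated across genes at -0.30, 0.35 and -0.09, so the numbers do not pair the samples. As the depth of the libraries is unknown, values near 0, such as those of TWIST1 and PTGS2, have no known counting error.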

Differences from the paper's values

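The paper reports 1360 differentially expressed genes, and limma on the deposited FPKM values gave 0 at an adjusted p under 0.05, with 2118 at an unadjusted p under 0.05. Among the alternatives set before the data were examined, only array weights came within 1.5 times of the paper's number, with 1246 genes and an estimation of the weights that did not converge. The others did not, with 167 genes without EFTUD2 replicate 3 and 0 in each other fit. Array weights estimated gene by gene, chosen after the values were seen, gave 1355 genes.

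For the EMT gene set the paper shows a normalized enrichment score of about 1.7 in Fig. 7b, read by eye, and the EMT list written here, which is not the authors' set, had a score of 2.63. Of the alternatives set before the data were examined, the score came within 1.5 times of the paper's with pseudocounts of 0.1 (2.52) and 0.01 (2.27), without a filter (2.38), with a mean of at least 1 FPKM (2.54), with median-of-ratios scaling (2.21), quantile normalization (2.38), array weights (2.15), ranking by the moderated t (2.37), and without control replicates 1 (2.54) or 2 (2.48) or EFTUD2 replicates 2 (2.54) or 3 (2.21). It did not with a common sum per library (2.73), robust empirical Bayes, the replicate block, the list without shared genes (2.62), or without control replicate 3 (2.58) or EFTUD2 replicate 1 (2.60). Several fits lie so near the limit that their place can depend on the rounding of the paper's score. Among them are those without control replicate 1 (2.54), control replicate 3 (2.58) or EFTUD2 replicate 2 (2.54). The fit with a mean of at least 1 FPKM (2.54) is another.

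The title of Suppl. Fig. 2 places the qPCR genes, taken here from the primer table, among the upregulated genes of highest significance. Among the 6421 genes with a positive log2 fold change, TGM2 ranked at position 5 by limma's p, IGFBP3 at 60, TPM2 at 143, SPP1 at 298, IL6 at 367, MMP1 at 746 and LUM at 855, and PTGS2 was too low to be tested. With array weights, TGM2, IGFBP3, TPM2, IL6, MMP1 and LUM had an adjusted p under 0.05, the highest of them 0.019 for TGM2. Without EFTUD2 replicate 3, IL6 and TGM2 had an adjusted p of 0.026 and 0.034. With array weights estimated gene by gene, chosen after the values were seen, these 6 genes and SPP1 did. In Fig. 7f the E-cadherin protein is lower in EFTUD2-overexpressing Hep G2 cells, whereas CDH1 mRNA had a log2 fold change of 0.36 here.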

Other observations

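The enrichment tests of the gene lists and limma on the named genes were set before the values were examined. The other tests in this part were chosen after the results were seen. So were the settings with array weights estimated gene by gene and with a control mean of at least 1 FPKM.

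EFTUD2 replicate 3 stood apart from the other libraries. Its median gene lay at -0.29 on the log2 scale against the control mean, where replicates 1 and 2 lay at -0.08 and -0.07, and its 100 highest genes held 35.8% of all FPKM, against 26.6% to 29.1% in the other libraries. GDF15, chosen after its values were seen, was at 2072 FPKM there, at 748 FPKM in control replicate 1 and between 234 and 315 FPKM in the other libraries. EFTUD2 at 109.48 FPKM, above every control, argues against a control library under the wrong label. The deviation of replicate 3 from replicates 1 and 2 had a Spearman correlation across genes of 0.023 with GC content and of 0.054 with transcript length, over the 11277 of 12555 genes (89.8%) with a mean of at least 1 FPKM that had both values, which argues against a trend with either as the cause (genes are not independent replicates). The 100 genes highest by mean over all libraries were then left out and the rest rescaled to a common sum, unlike the values above. The median of replicate 3 was then -0.19, against -0.05 and -0.09 for replicates 1 and 2. These 100 genes thus do not account for all of it, but genes abundant only in replicate 3 can remain among the rest. Across genes, the deviation of replicate 3 from its group mean correlated at 0.38, -0.40 and -0.09 with those of control replicates 1 to 3. Part of what sets it apart was thus shared with control replicate 1, although deviations within a group are not independent. What sets this library apart stays open, and no biological explanation was tested.

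Low control values were examined as a possible explanation for the enrichment of the lists at the claims. Of the 55 EMT genes raised by at least 0.5 FPKM in EFTUD2 replicate 2, 43 rose less than 0.2 times as much in replicate 3, and so did 18 of 29 IL6-JAK-STAT3 genes and 5 of 7 genes of the qPCR panel. Vimentin in replicate 3 was at 0.048 times its level in replicate 2, IL6 at 0.05 times and MMP1 at 0.074 times, whereas TGM2 was at 1.31 times and IGFBP3 at 2.48 times. Over genes with a control mean of at least 1 FPKM, the EMT list still had a score of 1.98 and the IL6-JAK-STAT3 list one of 1.90 (adjusted p under 0.05 for each from preranked enrichment), which argues against the genes with low control values as the whole source of either enrichment.

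The lists of the cell cycle depended on which libraries were included, and the G2/M list also on the pseudocount and the scaling. S phase genes had a normalized enrichment score of -1.25 (adjusted p = 0.19), with 5 of 42 genes higher, and a median of 0.07, 0.12 and -0.57 in EFTUD2 replicates 1 to 3 against -0.18, 0.22 and -0.04 in the controls. Without EFTUD2 replicate 3 the score was 1.66 and past the threshold (adjusted p = 0.028), and it was negative and past the threshold without control replicate 1 (-1.84, adjusted p = 0.0021), EFTUD2 replicate 1 (-1.67, adjusted p = 0.0099) or EFTUD2 replicate 2 (-1.77, adjusted p = 0.0015). G2/M genes had a score of 1.63 (adjusted p = 0.019 from preranked enrichment, 0.36 from fry), with 35 of 52 genes higher, and one of 1.90 (adjusted p = 0.0014) without EFTUD2 replicate 3. The G2/M score was not past the threshold without control replicate 1 or 3 or EFTUD2 replicate 1 or 2. Nor was it with pseudocounts of 0.1 and 0.01 (adjusted p = 0.21 and 0.46 from preranked enrichment) or a common sum per library (0.19). MKI67 was at 22.5 ± 2.73 FPKM in control and 19.7 ± 3.87 FPKM in EFTUD2-overexpressing cells (SD, n = 3 each; adjusted p = 0.58 from limma). The U5 spliceosome list, which holds EFTUD2, had a score of -1.35 (adjusted p = 0.14), with 3 of 24 genes higher. It came past the threshold without control replicate 1 (-1.55, adjusted p = 0.038) or EFTUD2 replicate 2 (-1.50, adjusted p = 0.046) and under camera (adjusted p = 0.037), and its adjusted p was 0.70 without EFTUD2 replicate 3.

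The remaining lists gave these normalized enrichment scores. Hepatocyte genes had 2.15 and fibroblast genes 2.10 (adjusted p = 0.00055 each), squamous genes 1.92 (adjusted p = 0.0067), NF-kB targets 1.79 (adjusted p = 0.016), and the qPCR panel 2.08 (adjusted p = 0.00055). EMT transcription factors had 1.47 with 5 genes tested, macrophage genes 1.12, endothelial genes -1.02 and epithelial genes -1.17, all with an adjusted p over the threshold. Several of these calls depended on the setting. Hepatocyte genes were not past the threshold without control replicate 2 (1.28, adjusted p = 0.22) or EFTUD2 replicate 3 (1.44, adjusted p = 0.14), with a pseudocount of 0.01, or with either kind of array weights. NF-kB targets were not past it without control replicates 2 or 3 (adjusted p = 0.080 and 0.071) or EFTUD2 replicate 3 (adjusted p = 0.14), with pseudocounts of 0.1 and 0.01, or with array weights estimated gene by gene. Squamous genes were not past it when ranked by the moderated t (adjusted p = 0.067), nor fibroblast genes over genes with a control mean of at least 1 FPKM (adjusted p = 0.12). EMT transcription factors came past it with quantile normalization, array weights and camera (adjusted p = 0.048, 0.048 and 0.019). Of all lists, the qPCR panel and the acute-phase list kept an adjusted p under 0.05 with fry, and the study picked the panel on these libraries.

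Other genes the paper names had these log2 fold changes, each with an adjusted p over the threshold from limma. SNW1 had -0.44 (standard error 0.15), PARP1 0.12 (standard error 0.18) and GAPDH 0.34 (standard error 0.16). GAPDH, also in the primer table, was at 1635 ± 181 FPKM in control and 2061 ± 198 FPKM in EFTUD2-overexpressing cells (SD, n = 3 each), and the 2 groups did not overlap.

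In the primer table, the pair listed for PTGS2 matched MT-CO1 and MTCO1P12 and no PTGS2 transcript. PTGS2 itself was listed at 0.30 FPKM or less in all libraries, and MT-CO1 was not analysed here.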
